A study of Mus musculus with 6 samples. Its data were reported in "Loss of sex-determining region Y-box 2 (Sox2) captures embryonic stem cells in a primed pluripotent state" (2025).

How the data were processed

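RNA was extracted from mouse ESCs with Trizol, and libraries were built with an Illumina TruSeq kit per the labels. The series describes NovaSeq sequencing, whereas the paper's methods name another instrument and a stranded total RNA kit, so neither the strand setting nor the rRNA removal of these libraries is taken as known. The samples fall into WT and WT CRE by their titles, with 3 replicates each; the paper describes delivery of Cre by lentivirus, and the default time after infection that it gives for its assays stands with the values the study reported. No source used here states the time for these samples in particular. The Cre transcript itself was not analysed here.

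The submitters' processing notes name FastQC, HISAT2 2.1.0, RSEM and DESeq 1.26.0, and the GRCm39 genome build, without their order or settings. The authors deposited 1 table for the series, with expected counts per gene and library as RSEM gives them, which need not be whole, and TPM, an abundance scaled for length and depth, per gene and library. It also holds the authors' mean TPM per group, a ratio (fold) and a log2 fold change of WT CRE over WT, and the p-values and adjusted p-values deposited by the authors. The expected counts were the input for all tests; TPM was not tested. All per-sample columns were assigned to a sample by their names. Rounding expected counts matters most for genes of few counts and for genes that share reads with near-identical copies, since RSEM divides such reads between genes: 41.0% of tested genes had an expected count that was not whole (tolerance 1e-06) in at least 1 library. Overlapping and antisense genes cannot be told apart where the strand was not used in counting.

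Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with few counts were removed with edgeR's filterByExpr, which left 15846 of 57180 genes, and libraries were scaled by TMM; the scaling factors lay between 0.997 and 1.00. WT CRE was compared with WT by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, robust) with group as the only term, because the study's methods name DESeq2 with default parameters and no pairing. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, and a second count used the study's added criterion of an absolute log2 fold change over 1. Standard errors and 95% intervals were derived from the quasi-likelihood F statistic. CPM are counts scaled to library size after TMM. DESeq2's independent filtering left an adjusted p for 2859 genes, and a count of genes past DESeq2 covers only these.

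Gene lists were tested with limma's camera, two-sided, on log2 CPM (prior count 2) with a preset correlation of 0.01, for lists with at least 5 tested genes, with Benjamini-Hochberg adjustment over the lists; 26 of 27 lists could be tested. With an estimated correlation 0 lists passed, and with fry, which asks whether a list's genes move one way on balance, 1 passed. The lists were core and naive pluripotency, primed pluripotency and postimplantation epiblast, mesendoderm and primitive streak, trophectoderm, primitive endoderm, neuroectoderm, germ cell, two-cell-like state, p53 targets, interferon response, NF-kB, fibroblast and feeder cell markers, immediate early genes, ATF4 targets, unfolded protein response, heat shock, glycolysis and hypoxia, cholesterol synthesis, S phase, G2 and M phase, replication-dependent histones, mitochondrially encoded genes, cytosolic ribosomal proteins, imprinted genes, polycomb and DNA methylation machinery, the Sox family, and FGF and Nodal signalling. The groups, tests, lists, the rule for named genes and most alternatives were chosen before the data were examined. Genes were named by that rule: among named genes (not predicted genes or clone names) with an adjusted p under 0.05 and a mean of at least 1 CPM, the 10 largest rises and the 10 largest falls, of which 3 named genes fell; a fixed panel of 22 genes around the Sox2 and pluripotency network, lineage, p53 and interferon markers and Actb; and the 4 members with the smallest p of each list that passed. The values of 1 gene that this rule names are not reported here.

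Replicates were compared before they were averaged. Pearson's r of log2 CPM across genes lay between 0.993 and 0.994 for pairs within a group as well as between groups (genes are not independent replicates). Over 8375 genes with whole counts and a mean of at least 20, the chi-square per degree of freedom of a pair was 1.30 to 2.15 within groups and 1.56 to 2.31 between groups, where counting noise alone gives at most 1.03, so each pair differed by more than counting noise. The common biological coefficient of variation was 2.39%. Intervals cover the variation between these libraries, and reads without molecular identifiers are not independent molecules.

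The GC content and length of each gene's longest transcript came from a GENCODE annotation of the GRCm38 build, matched by Ensembl identifier; 98.0% of tested genes and 98.1% of called genes had a value, and no coordinates were used. The GC correction removed, per library, a lowess curve (span 0.5) of the deviation of log2 CPM on GC content, fitted to genes with a mean log2 CPM over 4, as an offset in edgeR. The computations were tested on simulated data for this comparison, drawn for its 15846 genes with 50 genes changed at each of 4 folds. The changed genes were picked at random from all tested genes. Genes of like abundance were given the same spread, and these data held no GC trend. EdgeR recovered 26% of genes changed by a fold of 1.1, 62% at 1.2, 82% at 1.5 and 86% at 2, all in the right direction, and 3 of its 131 calls were false. Alternatives were DESeq2 size factors, upper-quartile scaling, no filter beyond 1 count in total, a filter at 1 CPM in 3 libraries, the replicate number as a block, leaving out each library, limma-voom, DESeq2, a test against an absolute log2 fold change of 1 (glmTreat), leaving out mitochondrially encoded and ribosomal protein genes, camera with an estimated correlation, and fry. Added after the data were seen were the GC correction, a length correction and the use of genes with whole counts in all libraries.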

Results

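RNA of mouse embryonic stem cells (ESCs) was profiled by RNA-seq in 2 groups of 3 libraries each, wild-type ESCs (WT) and wild-type ESCs expressing Cre (WT CRE). ESCs are pluripotent cells derived from the preimplantation embryo, and these are of C57BL/6 origin. Cre is the recombinase with which the study deletes floxed Sox2 alleles. The comparison sets cells given Cre against cells without it where no floxed allele is present. The paper delivers Cre by lentivirus, and the titles of the WT samples name no empty vector or mock infection. Effects of Cre and of the infection therefore cannot be told apart here. The deposited table holds 57180 genes, and the libraries hold between 20697550 and 22734377 expected counts assigned to genes, with no difference in depth between the groups beyond their spread (exact two-sided permutation p = 0.7, where 0.1 is the smallest possible). The paper's methods call the replicates biological, and neither they nor the labels say whether each came from its own culture or infection, so the p-values measure the spread between these samples.

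Most genes called between WT CRE and WT ESCs moved by small shifts, and more shifts of this size may have gone uncalled. In simulated data edgeR recovered 26% of genes changed by a fold of 1.1 and 62% at 1.2. Those genes were drawn from all tested genes, which had a median of 15.4 CPM, against 243 CPM for the called genes. Recovery was not split by abundance. Of 15846 genes tested, 45 rose and 8 fell in WT CRE, and 47 of these 53 genes moved by a fold of at most 1.2. Among those that rose were Taf15, which encodes an RNA-binding protein that also associates with the general transcription factor TFIID, and Snrpd3, a core protein of the spliceosomal snRNPs. Klf2, a transcription factor of naive pluripotency, was among those that fell. The transcripts of the pluripotency factors Pou5f1 and Nanog did not pass the test, with log2 fold changes of -0.0037 (SE 0.018) and 0.024 (SE 0.025). The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05, and 1378 genes had an unadjusted p under 0.05, where chance alone would give about 792. In all 53 genes the 3 WT CRE libraries lay past all 3 WT libraries, an arrangement that chance gives in 10% of unselected genes. The 53 were picked by their difference between these same libraries, so this arrangement is no separate evidence. Expected counts were not whole in at least 1 library for 35 of the 53 genes (66.0%, against 41.0% of tested genes), so their levels are less certain, since RSEM divides reads that fit several genes. Of the 53, DESeq2 gave an adjusted p for 42 and called 32, and limma-voom called 29. The count moved between 26 and 132 when 1 library was left out, with 30 genes without WT replicate 1, 132 without WT replicate 2, 28 without WT replicate 3, 26 without WT CRE replicate 2 and 31 without WT CRE replicate 3.

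**Figure D1:**
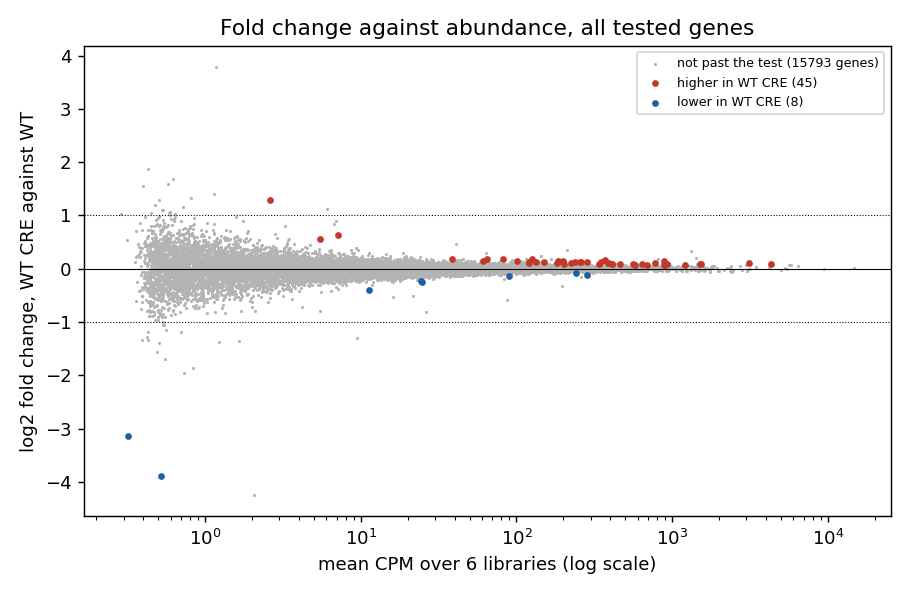
Log2 fold change of WT CRE against WT (vertical axis) against the mean CPM over the 6 libraries (horizontal axis, log scale) for each of the 15846 tested genes, with the 45 genes that rose in red, the 8 that fell in blue and the other 15793 in gray; dotted lines mark log2 fold changes of -1 and 1. Most of the colored points lie close to 0 among the abundant genes, and 3 lie beyond the dotted lines, all at low CPM.

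Without the correction for GC content, the largest rise among named genes was that of Rbis (ENSMUSG00000078784), a factor of ribosome biogenesis. Its level was 76.7 ± 0.404 CPM in WT and 87.6 ± 1.75 CPM in WT CRE (SD, n = 3 each), a log2 fold change of 0.19 (SE 0.032; adjusted p = 0.000168 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the GC content trend removed the log2 fold change of Rbis was 0.158, below those of Hirip3 (0.188), Cwc27 (0.174) and Taf15 (0.164). Taf15 rose by a log2 fold change of 0.16 (SE 0.022) from 351 ± 6.73 CPM in WT. Snrpd3 rose from 175 ± 5.08 to 195 ± 0.208 CPM (log2 fold change 0.15, SE 0.024). Hirip3, which encodes a protein that binds the histone chaperone HIRA, rose by a log2 fold change of 0.17 (SE 0.028). Zc3h13, of the mRNA methylation complex, Sarnp, of the mRNA export machinery, and Rpl36a, a protein of the large ribosomal subunit that the ribosomal list used here does not hold, rose by log2 fold changes of 0.14 (SE 0.031), 0.13 (SE 0.028) and 0.13 (SE 0.024). Cwc27, a spliceosome-associated protein, and Fam8a1 rose by log2 fold changes of 0.19 (SE 0.045) and 0.15 (SE 0.037), and neither passed once the trend of the libraries with GC content was removed. Their log2 fold changes were then 0.17 and 0.15, with edgeR's adjusted p of 0.0787 for Cwc27 and 0.0625 for Fam8a1 (ranges over the alternatives 0.0185 to 0.230 and 0.0147 to 0.273). Expected counts were not whole in 5 libraries for Rbis, 4 for Sarnp, 6 for Rpl36a and 1 for Hirip3, so the levels of these genes are uncertain; they were whole in all 6 for Taf15, Snrpd3, Zc3h13, Cwc27 and Fam8a1. Taf15, Snrpd3, Rbis and Hirip3 passed whichever library was left out. Without WT 1 or without WT 3 Zc3h13, Sarnp, Rpl36a, Cwc27 and Fam8a1 no longer passed, with edgeR's adjusted p of 0.329 and 0.215 for Zc3h13, 0.0573 and 0.146 for Sarnp, 0.0597 and 0.0611 for Rpl36a, 0.230 and 0.151 for Cwc27, and 0.208 and 0.197 for Fam8a1. Calls also ended without WT CRE 1 for Fam8a1 (0.273), without WT CRE 2 for Cwc27 (0.230) and Zc3h13 (0.235), and without WT CRE 3 for Cwc27 (0.157), Fam8a1 (0.144), Zc3h13 (0.133) and Sarnp (0.189). By limma-voom the adjusted p was 0.0790 for Cwc27, 0.107 for Fam8a1, 0.111 for Zc3h13 and 0.0516 for Sarnp, and DESeq2's adjusted p for Zc3h13 was 0.131.

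The 3 named genes that fell were Pex6, Klf2 and Psmd3. Klf2 fell by 0.12 on the log2 scale (SE 0.021), from 296 ± 3.21 to 274 ± 6.81 CPM (SD, n = 3 each). Pex6, required for peroxisome biogenesis, fell by 0.25 (SE 0.058), from 27.0 ± 1.44 to 22.7 ± 1.45 CPM. Psmd3, a subunit of the proteasome's regulatory particle, fell by 0.088 (SE 0.022). With the GC content trend removed, the log2 fold changes were -0.070 for Klf2, -0.20 for Pex6 and -0.064 for Psmd3, and edgeR's adjusted p was 0.198, 0.171 and 0.331 (ranges over the alternatives 0.000281 to 0.198, 0.00608 to 0.382 and 0.0298 to 0.343). Klf2 passed whichever library was left out. Pex6 did not pass without WT 1 (adjusted p = 0.130 by edgeR), WT 3 (0.382) or WT CRE 3 (0.293), nor Psmd3 without WT 1 (0.189), WT 3 (0.241), WT CRE 1 (0.144) or WT CRE 2 (0.343). By limma-voom the adjusted p was 0.103 for both Pex6 and Psmd3. Psmd3 also did not pass by DESeq2 (adjusted p = 0.103), nor in edgeR with upper-quartile scaling (0.0729) or no filter (0.0654), and it passed in 5 of 14 alternatives.

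**Figure D2:**
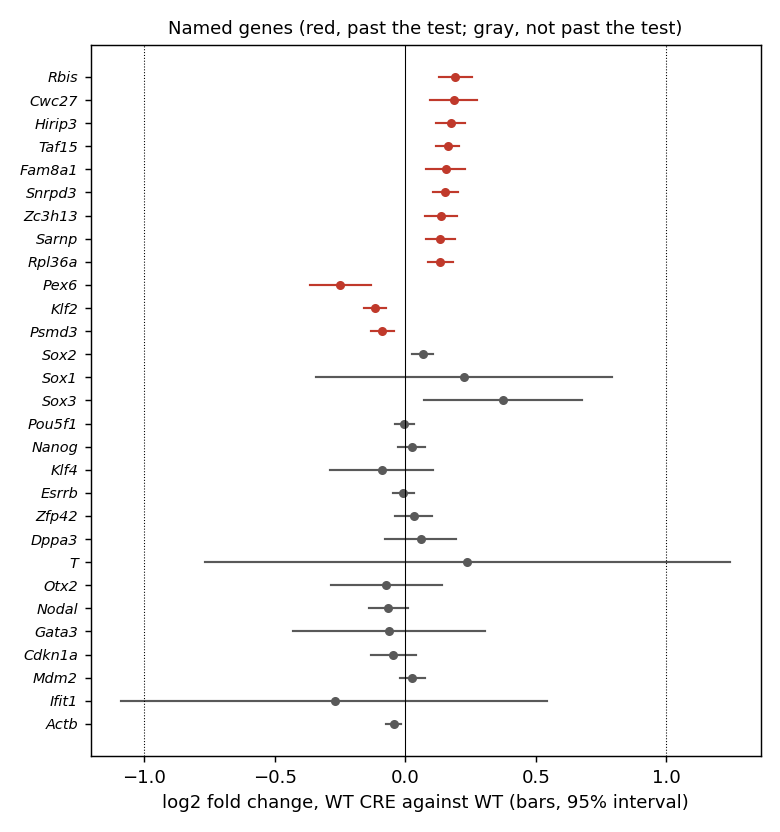
Log2 fold change of WT CRE against WT (horizontal axis) with its 95% interval (bars) for 12 named genes past the test (red) and the 17 tested genes of a panel fixed beforehand (gray, not past the test); dotted lines mark log2 fold changes of -1 and 1. The red points lie between -0.25 and 0.19, and 15 of the 17 gray intervals lie within the dotted lines.

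Of 32 tested genes for core and naive pluripotency, 0 rose and 1, Klf2, fell. Adjusted over the list alone, 1 rose (Sox2) and 2 fell (Klf2 and Utf1). Sox2 was at 347 ± 5.40 CPM in WT and 363 ± 4.42 CPM in WT CRE (SD, n = 3 each), a log2 fold change of 0.066 (95% interval 0.026 to 0.11; adjusted p = 0.170 by edgeR). Esrrb (-0.0074, SE 0.021), Zfp42 (0.032, SE 0.035), Dppa3 (0.059, SE 0.068) and Klf4 (-0.091, SE 0.099) did not pass. The median of the list was -0.0041, and it did not stand apart from the other genes (camera, adjusted p = 0.877). Among the related SoxB1 genes, Sox3 was at 2.98 ± 0.258 CPM in WT and 3.86 ± 0.375 CPM in WT CRE (log2 fold change 0.37, SE 0.15; unadjusted p = 0.0166, adjusted p = 0.439 by edgeR) and Sox1 had a log2 fold change of 0.22 (SE 0.28). Actb, a reference transcript, had a log2 fold change of -0.045 (SE 0.014; adjusted p = 0.210 by edgeR) and an adjusted p of 0.0497 by DESeq2. Over the whole panel, 0 of 17 genes passed in edgeR, 3 had an unadjusted p under 0.05, and 1 (Actb) passed in DESeq2, which gave an adjusted p for 6 of them. In edgeR 2 passed when adjusted over the list alone.

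Markers of the primed state and of differentiated lineages did not pass. Of 17 tested genes for primed pluripotency and the postimplantation epiblast, 0 passed in edgeR, 0 of the 3 with an adjusted p passed in DESeq2, 1 (Sox3) had an unadjusted p under 0.05, and 0 passed adjusted over the list alone. The list had a median log2 fold change of 0.021 (camera, adjusted p = 0.877). Otx2 was at 6.84 ± 0.219 CPM in WT and 6.50 ± 0.363 CPM in WT CRE, and Nodal at 62.1 ± 1.35 and 59.2 ± 2.39 CPM (SD, n = 3 each). T (brachyury) had between 1 and 11 counts per library, and its 95% interval ran from -0.77 to 1.24. Fgf5, Cdx2, Foxa2, Sox17 and Isg15 had at most 9 counts in any library and were not tested. Small changes in them were not detectable at this depth: the 3 libraries of WT and of WT CRE held 12 and 12 counts of Fgf5 and 16 and 20 of Cdx2. Across 63 tested genes of the mesendoderm, trophectoderm, primitive endoderm, neuroectoderm and germ cell lists, 0 passed in edgeR, 0 of the 6 with an adjusted p passed in DESeq2, and 6 had an unadjusted p under 0.05. Adjusted over the list alone, 2 were higher (Mixl1 and Apoe) and 1 lower (Col4a1). With the GC content trend removed Apoe passed over all genes (log2 fold change 0.10, adjusted p = 0.00368 by edgeR). The adjusted p of the 5 lists ran from 0.588 to 0.965 (camera). The mesendoderm list had only 6 tested genes, 4 above 0 and 2 below, with log2 fold changes from -0.17 to 1.07. By fry's mixed test, which counts changes in either direction, the mesendoderm list had an adjusted p of 0.00961. The others ran from 0.345 to 0.634. Genes of the two-cell-like state, such as the Zscan4 family, had too few counts to test; the highest count of any of the 19 in the table was 12 in 1 library.

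No gene of the stress, immune and feeder cell lists passed, apart from 1 endoplasmic reticulum chaperone and 1 heat shock gene. Across 119 tested genes for p53 targets, interferon response, NF-kB, fibroblast and feeder cell markers, immediate early genes and ATF4 targets, 0 passed in edgeR, 0 of the 22 with an adjusted p passed in DESeq2, 9 had an unadjusted p under 0.05, and 0 passed adjusted over the list alone (camera adjusted p of the 6 lists from 0.845 to 0.877). Cdkn1a and Mdm2, targets of p53, had log2 fold changes of -0.046 (SE 0.042) and 0.026 (SE 0.024), and the interferon-induced Ifit1, at 0.638 ± 0.228 and 0.523 ± 0.349 CPM, had an interval of -1.09 to 0.54. Of 18 tested genes for the unfolded protein response, 1 rose, the endoplasmic reticulum chaperone Hsp90b1 (log2 fold change 0.080, SE 0.017), and 2 were higher adjusted over the list alone (Hsp90b1 and Canx). Of 15 heat shock genes, 1 rose, the co-chaperone Dnaja1 (log2 fold change 0.093, SE 0.020), also adjusted over the list alone. Neither list passed camera, which asks for a shift in 1 direction (adjusted p = 0.845 for both). By fry's mixed test the adjusted p was 4.17e-06 for the unfolded protein response list and 0.283 for the heat shock list. With the GC content trend removed, neither Hsp90b1 (log2 fold change 0.058) nor Dnaja1 (0.068) passed (adjusted p = 0.124 for both by edgeR).

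The mitochondrially encoded genes were the one list of 26 tested that passed. Its genes were higher in WT CRE, with 14 of 15 members above 0 and a median log2 fold change of 0.077 (camera, adjusted p = 0.0171); with an estimated correlation between genes the p was 0.0220 and the adjusted p = 0.572. Of its 15 members 0 passed in edgeR over all genes, 5 had an unadjusted p under 0.05, 1 (mt-Rnr1, adjusted p = 0.0497) passed in DESeq2, and 4 were higher when adjusted over the list alone. These were mt-Rnr1 (log2 fold change 0.092, SE 0.023), the RNA of the small mitochondrial ribosomal subunit, and the respiratory chain and ATP synthase genes mt-Nd6 (0.079, SE 0.022), mt-Nd2 (0.056, SE 0.017) and mt-Atp8 (0.081, SE 0.027). In edgeR over all genes mt-Rnr1 did pass with no filter (adjusted p = 0.00831), with the CPM filter (0.0425), with the replicate block (0.00363) and without WT 3 (0.00142), and mt-Nd6 with upper-quartile scaling (0.0422). After removal of the GC content trend their adjusted p was 0.886 and 0.832. The member below 0, picked after its value was seen, was mt-Co3, whose expected counts were not whole and whose level is uncertain, with 274 ± 57.9 CPM in WT and 244 ± 175 CPM in WT CRE. As a share of all counts, mitochondrial transcripts were 3.21 ± 0.0276% in WT and 3.26 ± 0.0342% in WT CRE (SD, n = 3 each; exact two-sided permutation p = 0.2, where 0.1 is the smallest possible). With the GC content trend removed the median was 0.030 and the adjusted p = 0.661 (camera; range over the alternatives 3.02e-10 to 0.661). The list did not pass without WT 1 (adjusted p = 0.0665), WT 2 (0.0714), WT CRE 1 (0.150), WT CRE 2 (0.0578) or WT CRE 3 (0.0600), and passed without WT 3 (0.0315).

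Of 75 cytosolic ribosomal protein genes, 2 rose, Rpl23 (log2 fold change 0.098, SE 0.015) and Rpl37 (0.098, SE 0.020). In edgeR 21 of the 75 had an unadjusted p under 0.05, 17 higher and 4 lower, against 1378 of all 15846 tested genes. Other genes of like abundance were not compared. Adjusted over the list alone, 7 were higher, and DESeq2 called 4 of the 74 with an adjusted p. With the GC content trend removed, edgeR newly called Rpl21 (log2 fold change 0.071, adjusted p = 0.0393) and Rpl35 (0.073, adjusted p = 0.0145). The list did not pass (median 0.014; camera, adjusted p = 0.271), though it passed by limma-voom (adjusted p = 0.000982) and with the GC content trend removed (0.0101; p = 0.252 with an estimated correlation; range over the alternatives 0.000982 to 0.952). Neither did replication-dependent histones (12 genes, median 0.17, adjusted p = 0.271), imprinted genes (25 genes, adjusted p = 0.560) or the polycomb and DNA methylation machinery (24 genes, adjusted p = 0.877). Across these 61 histone, imprinted and polycomb genes, 0 passed in edgeR and 0 of the 26 with an adjusted p passed in DESeq2. Of the 61, 8 had an unadjusted p under 0.05, and 1 (Igf2) was higher adjusted over the list alone. Igf2 also passed over all genes with the GC content trend removed (log2 fold change 0.12, adjusted p = 0.0209 by edgeR). Across 104 tested genes for glycolysis and hypoxia, cholesterol synthesis, S phase, and G2 and M phase, 0 passed in edgeR, 0 of the 65 with an adjusted p passed in DESeq2, 17 had an unadjusted p under 0.05, and 1 (Cenpf) was higher adjusted over the list alone (camera adjusted p of the 4 lists from 0.432 to 0.877). Of the 29 glycolysis and hypoxia genes, 7 had an unadjusted p under 0.05, 0 of them higher and 7 lower in WT CRE. That list did not pass (median -0.017; camera, adjusted p = 0.432, and 0.909 with an estimated correlation), but it passed by limma-voom (0.00524; range over the alternatives 0.00524 to 0.909). With the GC content trend removed its median was -0.0069 and its adjusted p 0.731 (camera). The Sox family and FGF and Nodal signalling lists, with 43 tested genes together, had 0 genes past edgeR, 0 past DESeq2 among the 11 with an adjusted p, 4 with an unadjusted p under 0.05, and 1 (Sox2) higher adjusted over the list alone (camera, adjusted p = 0.845 and 0.965).

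Intervals show how large a change these data leave room for. The 95% interval lay within log2 fold changes of -1 and 1 for 14797 of 15846 genes (93.4%) and within a fold of 1.2 in either direction for 9189 (58.0%), and the median width from the estimate to either bound was 0.148. At the study's criterion, an adjusted p under 0.05 with an absolute log2 fold change over 1, edgeR called 3 genes, 1 higher and 2 lower, and DESeq2 called 0 of its 45. These 3 were the pseudogene Gm1980 (log2 fold change 1.29, SE 0.22), the long noncoding RNA Gm54112 (-3.89, SE 0.62) and the pseudogene Gm48836 (-3.14, SE 0.65), which are named because they are so few and were picked after their values were seen. DESeq2 gave an adjusted p for 2859 genes and for none of these 3, so its count of 0 does not bear on them. Their expected counts were not whole numbers in 6, 4 and 5 of the 6 libraries, so reads are divided with other genes and their levels are uncertain. Gm54112 had 15.8, 15.6 and 31.6 expected counts in WT and 0, 0 and 3.93 in WT CRE. The count of such genes in edgeR was 6 without WT 1, 7 without WT 2 and 9 without WT CRE 1. In the authors' deposited table, 45 genes had an adjusted p under 0.05, 41 higher and 4 lower, 0 of them had an absolute log2 fold change over 1, and 0 genes were marked as significant.

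The libraries also differed in how counts followed transcript GC content. In abundant genes, the rank correlation across genes between a library's deviation from the mean and GC content was 0.266, 0.0155 and 0.338 in WT 1 to 3 and -0.244, -0.264 and -0.139 in WT CRE 1 to 3 (genes are not independent replicates). The 2 groups did not overlap (exact two-sided permutation p = 0.1, the smallest possible with 3 against 3). Other measures did not overlap either, each with the same exact p of 0.1. Protein-coding genes took 94.76 ± 0.03% of counts in WT and 94.61 ± 0.04% in WT CRE, pseudogenes 2.36 ± 0.0380 and 2.41 ± 0.00643%, and the 10 most abundant genes 6.58 ± 0.0145 and 6.67 ± 0.0293% (SD, n = 3 each). The TMM factors were 1.002 ± 0.00165 and 0.998 ± 0.000445. Malat1, a nuclear long noncoding RNA chosen after its values were seen, was higher in 3 of 3 WT CRE libraries (log2 fold change 0.19, SE 0.045; adjusted p = 0.377 by edgeR and 0.00384 by DESeq2). The median log2 fold change ran from 0.031 in the tenth of these 7792 genes with the lowest GC content to -0.036 in the tenth with the highest. The genes that rose had a median GC content of 44.1%, against 48.5% for the abundant genes. With this trend removed, an alternative chosen after the data were seen, edgeR called 36 genes, 32 higher and 4 lower, and 27 of the 53 genes remained, Taf15, Snrpd3, Hirip3, Rbis, Zc3h13, Sarnp and Rpl36a among them.

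**Figure D3:**
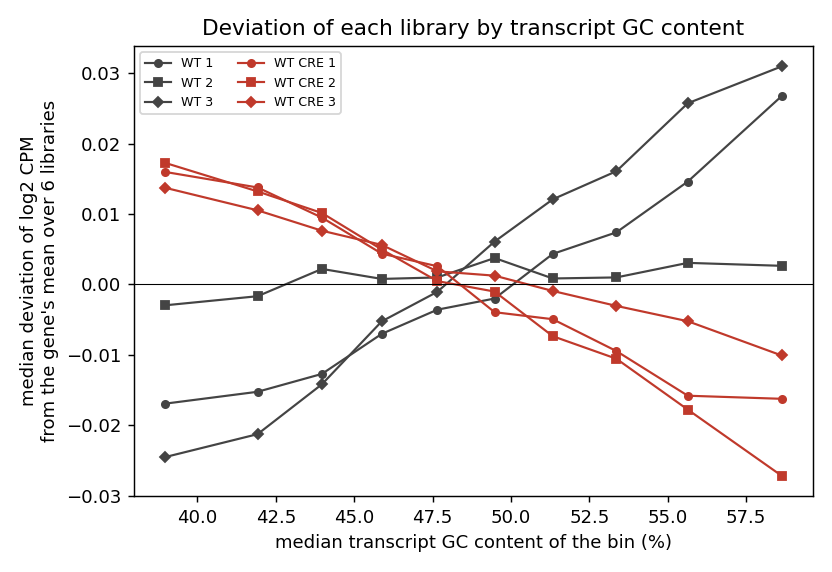
Median deviation of each library's log2 CPM from the gene's mean over the 6 libraries (vertical axis) in 10 bins of abundant genes ordered by transcript GC content (horizontal axis, median of the bin in percent), with WT libraries in gray and WT CRE libraries in red. The WT CRE lines fall with GC content, WT 1 and WT 3 rise, and WT 2 stays between -0.0030 and 0.0038.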

Values the study reported

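The study reported that Cre expression left the expression profile of wild-type ESCs unaffected. It used cells 48 h after infection with Cre virus unless it says otherwise. The legend of its RNA-seq figure gives a later time for floxed Sox2 cells given Cre. For the Sox mutants it reported 175 genes down-regulated in cells lacking Sox1 and Sox3, 2554 in cells lacking Sox2 and 3240 in cells lacking all of Sox1, Sox2 and Sox3.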

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

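The GC correction, the length correction and the use of genes with whole counts were chosen after the data were seen. The count of 53 genes stayed within 1.5 times under DESeq2 size factors (50), upper-quartile scaling (71), the CPM filter (56), limma-voom (41), DESeq2 (45), the GC correction (36) and the length correction (54). Of these calls 50, 52, 51, 29, 32, 27 and 49 were among the 53, and 11 of the 53 had no adjusted p in DESeq2. It was 80 with no filter, 0 by glmTreat and 35 among genes with whole counts, where fewer genes were tested and 18 of the 35 were among the 53, and 26 to 132 with 1 library left out. The count with an absolute log2 fold change over 1 was 12 with no filter, 1 with the CPM filter, 0 by DESeq2, 0 by glmTreat, 0 among genes with whole counts and 4 to 9 with 1 library left out. Lists that passed numbered 0 with no filter, 3 by limma-voom, 0 with an estimated correlation and 0 to 1 with 1 library left out, and the adjusted p of the mitochondrial list was 0.120, 3.02e-10, 0.572 and 0.0315 to 0.150 in these, and 0.661 after the GC correction. The replicate number as a block gave 78 genes, 7 of them with an absolute log2 fold change over 1. The mitochondrial list then had an adjusted p of 0.0425 (camera). The deviations of same-numbered libraries from their group means correlated across genes at 0.0713, 0.00914 and 0.0435. Pairs of a WT and a WT CRE library with different numbers lay between -0.0598 and 0.0156. These values do not settle whether the numbers pair the libraries. The number of intervals within -1 and 1 was 14276 to 14366 with 1 library left out. Of results on named genes under alternatives, 403 kept their direction and side of the threshold, 39 no longer passed, 7 newly passed (mt-Rnr1 5 times, mt-Nd6 and Actb once each) and 11 changed sign; of lists that did not pass, 335 stayed so in the same direction, 3 passed and 36 changed direction. Sign changes among genes were Pou5f1 by upper quartile (0.0034) and GC correction (0.028), Esrrb by GC correction (0.015) and, with 1 library left out, T (-0.25 to 0.62), Pou5f1 (-0.018 to 0.016), Klf4 (-0.23 to 0.028), Esrrb (-0.021 to 0.015), Ifit1 (-0.88 to 0.099), Dppa3 (-0.021 to 0.11) and Gata3 (-0.13 to 0.038). Lists that changed direction had an adjusted p of 0.984 by upper quartile (polycomb, FGF and Nodal), 0.925 (primitive endoderm, neuroectoderm) and 0.936 (FGF and Nodal) with no filter, 0.943 with the CPM filter (germ cell, immediate early), 0.996 (p53) and 0.954 (FGF and Nodal) with the block, 0.959 by fry (immediate early), and after the GC correction 0.762 (pluripotency, immediate early), 0.731 (trophectoderm, FGF and Nodal), 0.851 (ATF4) and 0.906 (G2 and M phase). With 1 library left out the ranges were 0.829 to 0.981 for primed pluripotency, 0.816 to 0.983 for trophectoderm, 0.792 to 0.988 for primitive endoderm, 0.865 to 0.974 for germ cell, 0.817 to 0.974 for p53 and for FGF and Nodal, 0.477 to 0.954 for interferon, 0.792 to 0.968 for NF-kB, 0.816 to 0.953 for immediate early, 0.794 to 0.954 for ATF4, 0.829 to 0.988 for cholesterol and 0.829 to 0.974 for polycomb. Apart from the smaller sets of genes or libraries, the cause was not tested. Depth limits genes such as T, whose interval is wider than a 2-fold change.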

Other observations

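Tests chosen only after the result was seen were those of reads shared between genes, of a library deposited more than once, of a single RNA preparation, and of GC content as the whole cause. Some genes that rose are named here after their values were seen. Hnrnpa2b1, an hnRNP protein, rose by a log2 fold change of 0.096 (SE 0.016), the RNA helicase Dhx9 by 0.10 (SE 0.017), the splicing factor Srsf5 by 0.079 (SE 0.019) and nucleolin (Ncl) by 0.10. After the GC correction, edgeR's adjusted p was 0.00223 for Hnrnpa2b1, 0.00163 for Dhx9 and 0.424 for Srsf5.

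The small shifts in abundant genes may come from the libraries or from the cells. After removal of a transcript length trend, 48 of 52 genes with a value were still called. The median log2 change of the 52 in the direction of the call went from 0.121 to 0.118. They were picked by their change in these same data and the fitted length trend hardly moved them, so this cannot decide on length as a cause. Removal of the GC content trend, as fitted, left 52 of the 52 in the same direction. It took their median log2 change in the direction of the call from 0.121 (median SE 0.0229) to 0.108 (0.0219). These 52 were picked by their change in these same data, and the fitted trend is small beside such changes. The test therefore cannot decide whether the trend is the whole cause. In data simulated with the fitted GC trend of these libraries and no changed gene, edgeR called 0 genes, and 0 after the correction. The fitted curve alone thus gave no calls at the spread simulated there. A GC effect that the curve misses was not simulated. After removal of the GC content trend from the real libraries, 26 of the 52 were still called. The other 26 went from a median of 0.0981 (median SE 0.0214) to 0.0699 (0.0209), 16 of them keeping under 75% of their fold and 5 at least 90%. The trend and Cre, with the infection that brings it, cannot be told apart as the source of what was removed, because the trend follows the groups. A rise of RNA-binding families as a class stays open: the 91 members not called had a median of 0.00965, with 55 of them above 0, and as a set they did not pass limma's camera at 0.05. Of 10 splits of the 6 libraries 1, the real one with 53 genes, gave as many (highest other 10), and 10 splits are too few for a share under 0.05.

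For the 3 genes with a fold over 2, a candidate explanation is reads shared between near-identical genes. Expected counts were not whole in 3 or more libraries for 3 of 3 of them, against 30.4% of tested genes. For this count 5 of 10 splits gave as many (real 3, highest other 4), and for lists that pass 2 of 10 did (real 1, highest other 1), with splits again too few for a share under 0.05. No biological explanation was tested for these genes.

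Pairs of libraries within a group had a chi-square per degree of freedom of 1.30 to 2.15. A library deposited more than once was argued against, since the closest pair, at 1.30, lay above 1.03, the upper 95% limit under counting noise. The paper's methods call the replicates biological, which goes against a group's libraries being made from 1 RNA preparation. By these data alone that cannot be told apart from separate cultures with a small spread, because the common biological coefficient of variation was 2.39% and the spread of separate cultures was not measured here.

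At the study's thresholds, an adjusted p under 0.05 and an absolute log2 fold change over 1, DESeq2 called 0 genes here and edgeR 3. At the adjusted p alone DESeq2 called 45 and edgeR 53, and 1378 genes had an unadjusted p under 0.05 by edgeR, where chance alone would give about 792. DESeq2 gave an adjusted p for 2859 genes, and for none of those 3.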
